A study of Arabidopsis thaliana with 29 samples.

How the data were processed

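The series holds 29 Arabidopsis thaliana samples. The 9 RNA-seq samples come from 7-day-old seedlings in 3 groups of 3 samples, and they are analysed here. The 20 ChIP-seq libraries were not analysed here. Per the labels' protocols, polyadenylated RNA was extracted with DNase treatment and sequenced on the DNBseq platform.

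The authors deposited 1 table of raw read counts per locus, with a column for each RNA-seq sample. The aligner, the counting program, the genome build and the annotation are not stated in the labels or in the table. Per the file headers the counts are of the sense strand, and the last 5 rows have the layout of an htseq-count summary. Those 5 rows name no locus and stayed out of library sizes and tests. The row of reads on no feature held 48.4% to 48.9% of each column, and the row of ambiguous reads held 0.572% to 0.798%. The remaining 59999 rows are loci: 28496 nuclear genes with AGI locus identifiers, 31189 transposable elements, 133 chloroplast loci, 146 mitochondrial loci and 35 others.

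The 3 columns of the GFP-HY5 line hold identical values in all 60004 rows. Pairs of WT columns differ in 26704 to 26784 rows and pairs of fusca columns in 28614 to 28885. The 3 GFP-HY5 columns were therefore counted as 1 library, which leaves 7 distinct libraries. The design fixed before the data were examined had counted 9 libraries and tests of 3 contrasts. With 1 GFP-HY5 library, only fusca against WT was tested, and both comparisons with GFP-HY5 are descriptions of that library without a p-value. The library stayed in the estimate of the scaling factors and the common fit, where it adds no degree of freedom to the spread.

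Column totals over loci were between 11860094 and 12545563 counts. A count of 3, used as the floor for fold bounds, corresponds to 0.241 CPM in the GFP-HY5 library before scaling. Wilson intervals at the 95% level are given for shares of counts in single libraries, and they cover counting error only, since reads without molecular identifiers are not independent molecules.

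Loci were kept by filterByExpr on the WT and fusca libraries, which left 21820. Counts were scaled with TMM factors and tested with edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes in the comparison of fusca with WT are from this fit. Comparisons with the GFP-HY5 library are differences of log2 CPM with a prior count of 2. Levels are CPM from edgeR with TMM-scaled library sizes, with the mean ± SD over 3 libraries. Where every library of a group was at or under 3 counts, the fold is a bound computed against that floor.

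The 6 lists of loci used here were written before the data were examined (20 anthocyanin, 24 nuclear photosynthesis, 16 light signalling, 15 elongation and auxin and 11 seed storage loci, and 1 list that is not reported here). The first 4 were tested in fusca against WT with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the 4 tests in place of the 12 planned. Camera with an estimated correlation and fry were alternatives. For the GFP-HY5 library the median of each list was placed among 10000 random lists matched on mean expression in 20 bins. These lists draw loci at random, so the percentile covers neither the spread between libraries nor members that move together.

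The named loci follow a rule set before the data were examined. HY5, HYH, COP1 and DET1 are always named. In fusca against WT, the rule takes the 3 largest increases and decreases among loci past the threshold with a mean of at least 5 CPM and groups that did not overlap. For each list it takes up to 3 members with the largest change past the threshold, here in fusca against WT because fusca against GFP-HY5 has no test. In the 2 comparisons with GFP-HY5 the rule was applied without its p-value, so those names were chosen after the values were seen.

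Symbols came from the RefSeq gene table of assembly TAIR10.1, which matched 28009 of the 59999 identifiers and 20233 of the 21820 tested. The build of the count table is not stated, so no coordinates are given, and the gene table was used for names, lengths, nesting and neighbouring loci only. Transposable-element and organelle loci carry the identifiers of the count table.

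The test was tried on simulated counts with 200 changed loci among 21677. It recovered 94% of the loci changed 4-fold and 57% of those changed 2-fold, none in the wrong direction, and 12 of its 163 calls (7.36%) were false. Far fewer loci changed there than were called in fusca against WT, so these rates need not hold for the data. Correlations between comparisons that share the WT libraries were set beside 20 simulations.

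Alternatives were RLE factors, library size only, upper-quartile factors, DESeq2 1.42.0, the robust and legacy forms of the quasi-likelihood fit, no count filter, a mean of at least 10 counts, only the libraries of the compared groups, a replicate block, each library left out in turn, the 20 most abundant loci left out, and a test against a log2 change of 1. The 9 columns as deposited and a table without transposable-element loci were added after the data were seen. Figures were drawn with matplotlib 3.10.9.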

Results

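RNA was measured in light-grown Arabidopsis seedlings in 3 groups, kept in days of 16 h of light and 8 h of dark. HY5 is a transcription factor of light-dependent seedling development, and COP1 and DET1 are repressors of that development. WT seedlings served as the reference. The GFP-HY5 line is a hy5 mutant that carries HY5 fused to green fluorescent protein under a 35S promoter construct. The third group, called fusca here, comes from the same line and shows the fusca phenotype, a name given to dark-pigmented seedlings of constitutively photomorphogenic mutants. WT and fusca each had 3 libraries. The 3 GFP-HY5 columns were identical in every row and were counted as 1 sample. Counts over loci ranged from 11860094 to 12545563 per library. Levels are given as CPM, the counts of a locus scaled to a common library size with TMM factors. Fusca replicate 2 differed from the other fusca libraries by at least 2-fold at 1987 loci, against 589 for replicate 1 and 522 for replicate 3. Non-coding loci nested in a coding gene changed with that gene (Pearson r = 0.993 across 32 pairs, where loci are not independent replicates), so the counts of overlapping loci are uncertain. Loci with at least 1 count numbered 26274 to 26394 in WT, 27958 in GFP-HY5 and 27451 to 28138 in fusca.

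The transcript that the transgene carries was examined first. HY5 (AT5G11260) stood at 14.1 ± 2.04 CPM in WT (SD, n = 3), 77.4 in the GFP-HY5 library and 149 ± 33.0 in fusca (SD, n = 3). Counts at this locus do not separate transcripts of the transgene from those of the hy5 allele. In fusca the log2 fold change against WT was 3.39 with a standard error of 0.20 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.3e-06; 9.5e-53 to 5.4e-05 over the alternatives), and all 3 fusca libraries lay above all 3 WT libraries. The setting that moved it most was library size only, with a log2 fold change of 3.83. The GFP-HY5 library lay 2.45 above WT on the log2 scale and fusca lay 0.92 above GFP-HY5, 2 differences with no replicate check in the GFP-HY5 arm. The smallest fusca value, 129 CPM, was above the GFP-HY5 value.

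**Figure D1:**
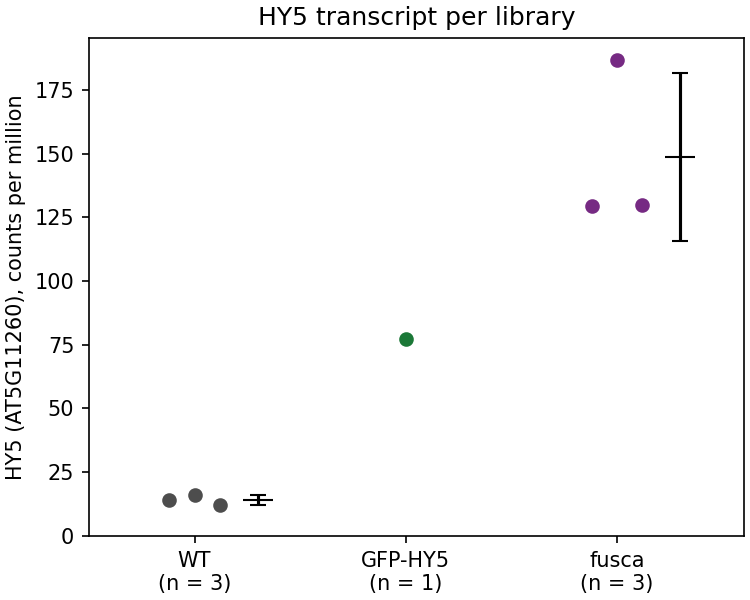
HY5 transcript level on the vertical axis in TMM-scaled CPM, with 1 point per library and the groups on the horizontal axis; bars show the mean ± SD of the 3 WT and the 3 fusca libraries. WT averaged 14.1, the GFP-HY5 library held 77.4 and fusca averaged 149 CPM.

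HYH, COP1 and DET1 were not past the threshold in fusca. The log2 fold change was -0.15 for HYH (AT3G17609; edgeR adjusted p = 0.595), -0.25 for COP1 (AT2G32950; edgeR adjusted p = 0.276) and 0.08 for DET1 (AT4G10180; edgeR adjusted p = 0.729). With library size as the only scale the signs of HYH and COP1 turned, to 0.29 and 0.21, and DET1 passed the threshold at 0.54 (edgeR adjusted p = 0.032, in a range of 0.032 to 0.932 over its alternatives). Without fusca replicate 3 the signs of HYH and DET1 turned, to 0.016 and -0.023. In the GFP-HY5 library HYH was at 8.30 CPM, under the WT level of 15.2 ± 0.519 (SD, n = 3).

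The comparison of fusca with WT asks which transcripts differ in seedlings of the transgenic line that show the phenotype. Of 21820 tested loci, 7665 passed the threshold, 3649 higher and 4016 lower in fusca. Of these, 4518 changed by at least 2-fold, 1929 higher and 2589 lower. The groups did not overlap at 10857 loci (49.8%), where chance gives 10%. Among nuclear AGI genes 3245 were higher and 3814 lower, and among 1336 transposable-element loci 372 were higher and 164 lower. The split between higher and lower rested on the scaling. TMM factors were 0.839 to 0.888 in WT and 1.11 to 1.26 in fusca, and 47.6% of the calls were higher. With library size only, 12839 loci passed and 79.8% were higher, with the median log2 change shifted by 0.45. With upper-quartile factors 8760 passed, 61.0% higher, with a shift of 0.15.

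Among loci that met the naming rule, the largest increases were at loci with 0 counts in every WT library. AT4G03830 reached 50.1 ± 3.46 CPM in fusca (SD, n = 3) and was at least 166-fold higher than WT (edgeR adjusted p = 7.0e-07). AT4G16215 reached 50.1 ± 19.5 (SD, n = 3), also at least 166-fold higher (edgeR adjusted p = 1.1e-05), and the transposable element AT5TE65540 reached 46.1 ± 7.17 (SD, n = 3), at least 153-fold higher (edgeR adjusted p = 1.3e-06). The GFP-HY5 library, for which no fusca phenotype is recorded, held 2.21 CPM at AT4G03830, 16.2 at AT4G16215 and 41.0 at AT5TE65540. These increases are thus not all particular to fusca. Among the decreases, AT4G11900 fell from 16.2 ± 0.325 (SD, n = 3) to 0 counts in all fusca libraries, at least 74.2-fold lower (edgeR adjusted p = 2.1e-06). It overlaps AT4G11890, so its count is uncertain. CA1 (AT3G01500) fell from 6730 ± 927 to 4.37 ± 2.75 CPM (SD, n = 3), a log2 fold change of -10.59 with a standard error of 0.64 (edgeR adjusted p = 2.4e-06), and overlaps AT3G01510. AT3G28270 stood at 33.7 to 53.7 CPM in the WT libraries and at 0, 0 and 1 counts in the fusca libraries, at least 213-fold lower (edgeR adjusted p = 7.4e-08).

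The lists fixed before the data were examined gave the following in fusca against WT. All 24 nuclear photosynthesis loci were lower, 24 past the threshold over all loci and 24 adjusted over the list alone, with a median log2 fold change of -4.86 (camera adjusted p = 1.29e-40). Their share of counts was 7.12 ± 0.589% in WT and 0.289 ± 0.123% in fusca (SD, n = 3). The light signalling list had a median of 0.85 over 14 tested loci (camera adjusted p = 0.0295), higher at 13 of them, with 7 past the threshold over all loci and 9 adjusted over the list alone. The elongation and auxin list had a median of 0.87 over 13 loci (camera adjusted p = 0.0138), higher at 12, with 6 past the threshold over all loci and 6 adjusted over the list alone. The anthocyanin list had a median of -0.48 over 19 loci and failed the threshold (camera adjusted p = 0.121), with 1 locus higher and 7 lower both over all loci and adjusted over the list alone. Under an estimated correlation camera called no list, with adjusted p-values of 0.113 for photosynthesis, 0.445 for light signalling, 0.256 for elongation and 0.523 for anthocyanin. Under fry all 4 passed, with adjusted p-values of 2.7e-04, 0.041, 0.0052 and 0.041 in that order. Over all alternatives the adjusted p ranged from 2.3e-72 to 0.113 for photosynthesis, from 2.5e-04 to 0.445 for light signalling, from 0.00100 to 0.256 for elongation and from 0.0143 to 0.523 for anthocyanin. With library size only the anthocyanin median moved most, to -0.02, and light signalling failed the threshold with a median of 1.28 (camera adjusted p = 0.0723). The light signalling call was lost without fusca replicate 1 (median 0.64, adjusted p = 0.0695) or replicate 2 (0.84, adjusted p = 0.0589), and the elongation call without replicate 2 (0.67, adjusted p = 0.0589). The anthocyanin list passed without WT replicate 1 (-0.56, adjusted p = 0.0143), and its median was -0.28 without fusca replicate 2 and -0.29 without WT replicate 2. Only 1 of the 11 seed storage loci, CRA1, had counts enough to be tested, with a log2 fold change of 3.44 (edgeR adjusted p = 0.112), past the threshold only when adjusted over the list alone. Its counts were 9, 744 and 8 in fusca replicates 1, 2 and 3.

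Members of the lists with the largest changes past the threshold were as follows. LHCB2.3 (AT3G27690), which overlaps AT3G27700, was at least 117-fold lower in fusca. RBCS2B (AT5G38420) changed by -8.22 and LHCB2.2 (AT2G05070) by -7.42 on the log2 scale. These 3 and the SAUR loci belong to families of near-identical copies, so the division of reads among copies is uncertain. ELIP1 (AT3G22840) rose by 2.01, MYB12 (AT2G47460) by 1.40 and ELIP2 (AT4G14690) by 1.34. The ELIP2 groups overlapped, and ELIP2 was not past the threshold in fits without any single WT library or without fusca replicate 1, with log2 fold changes of 1.21, 1.52, 1.38 and 1.27. IAA29 (AT4G32280) rose by 3.32, SAUR22 (AT5G18050) by 1.85 and YUC8 (AT4G28720) by 1.79. UF3GT (AT5G54060) changed by -1.67, LDOX (AT4G22880) by -1.54 and TT7 (AT5G07990) by -1.48. For these 12 loci the largest edgeR adjusted p was 0.032, for ELIP2.

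**Figure D2:**
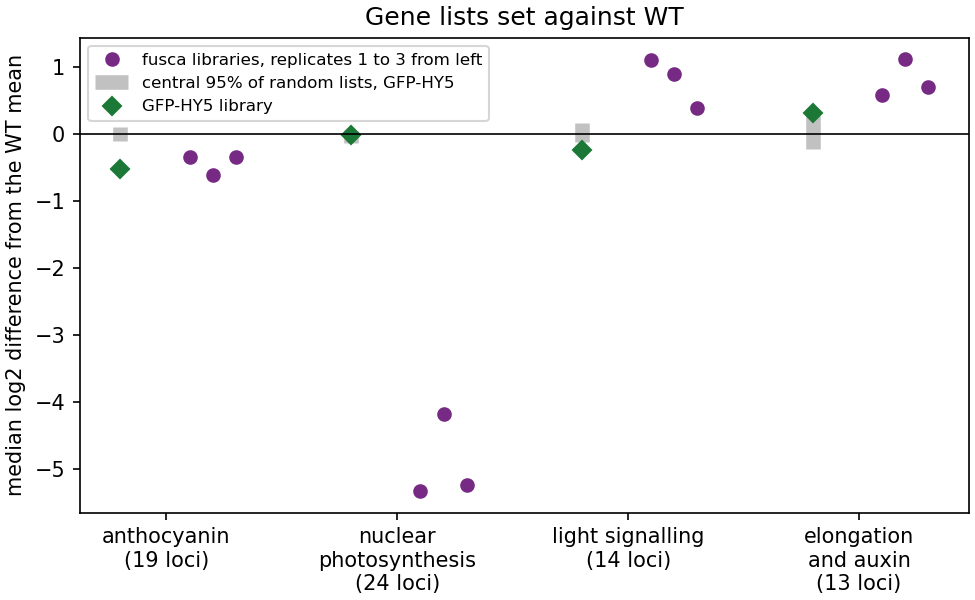
Median log2 difference from the WT mean (vertical axis) of the 4 tested lists (horizontal axis), with 1 circle per fusca library and a diamond for the GFP-HY5 library; grey bars hold the central 95% of random lists matched on expression for the GFP-HY5 library. Nuclear photosynthesis lay at -5.33, -4.17 and -5.23 in fusca replicates 1, 2 and 3 and at -0.02 in GFP-HY5, a sign that turned with library size only, with the 20 most abundant loci left out and without WT replicate 3.

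The comparison of the GFP-HY5 library with WT describes seedlings of the transgenic line for which the labels record no fusca phenotype. It has no replicate check. The library differed from the WT mean by at least 2-fold at 669 loci, 447 higher and 222 lower, where single WT libraries differed from the other WT libraries at 192 to 276 loci. Of the 447, 232 were transposable-element loci. Without the transposable-element loci the number was 408, an alternative chosen after the data were seen. The value lay outside the WT range at 58.3% of loci, where chance gives 50%. The transposable elements AT1TE51735, AT4TE16400 and AT4TE20400 had the largest increases, with 620.5, 367 and 484 CPM against 0.332, 0.235 and 0.292 in WT. The WT means rest on replicate 3, since WT replicates 1, 2 and 3 held 1, 0 and 9 counts at AT1TE51735, 0, 0 and 7 at AT4TE16400 and 1, 2 and 6 at AT4TE20400. The largest decreases were AT4TE42860, at 4.50 against 35.7 CPM, AT5G26270, at 5.38 against 28.7, and cPT4 (AT5G58770), at 3.62 against 14.7. These 6 were chosen after their values were seen. AT5G26270 overlaps AT5G04225 and cPT4 overlaps AT5G58780.

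Transposable-element loci held 1.81% of the GFP-HY5 counts (Wilson 95% interval 1.80 to 1.82%), 0.961 ± 0.019% in WT and 1.87 ± 0.105% in fusca (SD, n = 3). In the GFP-HY5 library 177 of them stood at least 8-fold above WT, and no locus did so in a single WT library set against the others. All 177 were also at least 8-fold above WT in fusca, where 217 such loci were found and 217 were past the edgeR threshold. The count filter used the WT and fusca libraries only, so a locus near 0 in WT was kept only if fusca expressed it. Of the 177, 148 were at or under 3 counts in every WT library. The full overlap was therefore largely set by the filter, and elements raised in GFP-HY5 alone would have been dropped. Summed over the 177, WT held 6.43, 6.23 and 26.5 CPM, GFP-HY5 8547 and fusca 5100, 5604 and 5418. Of the 177, 4 had counts nearly equal to those of another raised locus on the same chromosome. Loci on different chromosomes were not compared, and how multiply mapped reads were treated is not stated.

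**Figure D3:**
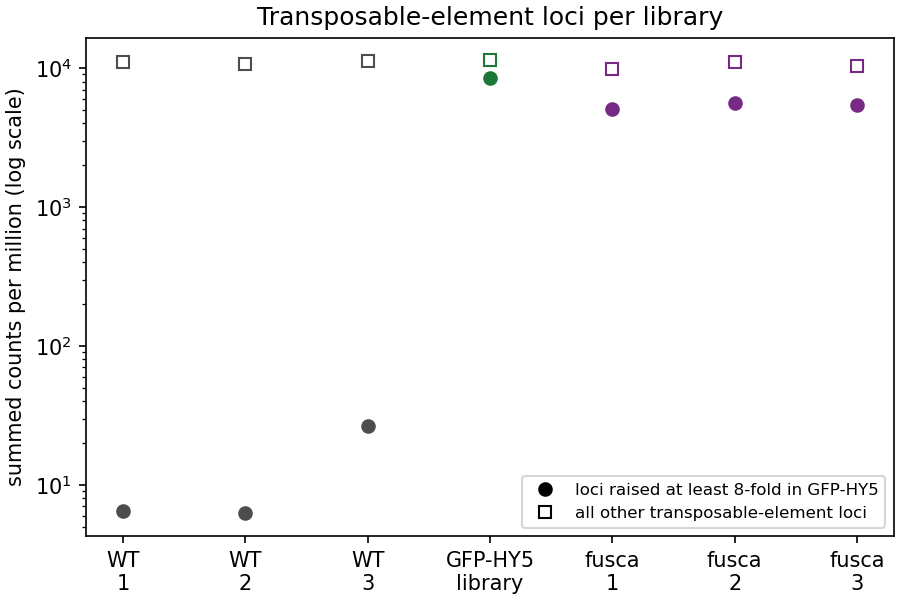
Summed TMM-scaled CPM (vertical axis, log scale) in each library (horizontal axis) for the 177 transposable-element loci raised at least 8-fold in GFP-HY5 (filled circles) and for all other transposable-element loci (open squares). The raised loci sum to at most 26.5 in WT and to at least 5100 in the other libraries.

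The anthocyanin list lay lower in the GFP-HY5 library than in WT, with a median log2 difference of -0.53 and a percentile of 0 among the random lists. Light signalling was at -0.24 (percentile 0.04), elongation and auxin at 0.31 (percentile 99.1) and photosynthesis at -0.02 (percentile 67.6). The elongation median is the value of IAA29, which had 10 counts in GFP-HY5 and 7, 9 and 6 in WT replicates 1, 2 and 3. Of the elongation loci 9 lay above WT and 4 below. The anthocyanin median was -0.80, -0.36 and -0.48 without WT replicates 1, 2 and 3, and -0.87 to -0.20 against single WT libraries. Its size thus depends on the WT library, a spread that the percentile does not include. The photosynthesis median was -0.13 without WT replicate 1 and changed sign, to 0.076 without WT replicate 3, 0.047 with library size only and 0.039 with the 20 most abundant loci left out. The single seed storage locus lay at -1.05.

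The comparison of fusca with the GFP-HY5 library sets seedlings with the phenotype against the same line. It has no replicate check in the GFP-HY5 arm. The fusca mean differed by at least 2-fold at 4209 loci, 1655 higher and 2554 lower, and the GFP-HY5 value lay outside the fusca range at 64.6% of loci, where chance gives 50%. AT5G53230 was at least 146-fold higher in fusca and AT5G59390 at least 45.0-fold higher. AT1G30170, which overlaps AT1G30160, stood at 43.6 ± 11.9 CPM in fusca (SD, n = 3) and at 0.353 in GFP-HY5. CA1, FBA5 (AT4G26530, which overlaps AT4G26520) and AT3G28270 had the largest decreases. FBA5 stood at 0.481 ± 0.171 in fusca (SD, n = 3) and at 524 in GFP-HY5. The median of the photosynthesis list was -4.92 (percentile 0), of light signalling 0.86 (percentile 100), of elongation and auxin 0.39 (percentile 91.4) and of anthocyanin -0.03 (percentile 54). Without fusca replicate 2 the elongation median was 0.23. The anthocyanin median changed sign, to 0.03 without fusca replicate 1, 0.35 with library size only, 0.13 with upper-quartile factors, 0.016 with the 20 most abundant loci left out and 0.016 with only the libraries of the groups compared. The single seed storage locus lay at 1.98 (percentile 98.1), a value that rests on fusca replicate 2, since the replicates 1, 2 and 3 lay at -0.020, 6.12 and -0.16. The loci named in this comparison were chosen after their values were seen.

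Changes of GFP-HY5 against WT and of fusca against WT correlated across 21820 loci with Pearson r = 0.556. Loci are not independent replicates, and both comparisons use the same WT libraries. Simulated libraries gave r from 0.353 to 0.376 when neither group was changed, and from 0.0608 to 0.0979 when fusca kept its changes and GFP-HY5 had none. Without transposable-element loci r was 0.378, with 0.350 to 0.380 and 0.0692 to 0.0987 in the same simulations. This r lay within the range from simulations in which neither group was changed and above the range in which fusca kept its changes. Since 7665 loci passed the threshold in fusca, the simulation in which fusca kept its changes is the closer setting. With separate WT libraries for each comparison r was 0.495 to 0.544. Over all tested loci 58.7% changed in the same direction in both comparisons, under the 60.5% to 62.5% from simulations in which neither group was changed. That setting does not match the changes in fusca, and this share was not simulated with them, so it decides nothing. Of the loci past the threshold in fusca 67.2% changed in the same direction in GFP-HY5, where simulation with GFP-HY5 unchanged gave 54.4% to 57.1%, and without transposable-element loci the share was 66.2%, where simulation gave 55.1% to 56.6%. At 2-fold, 392 loci were higher and 107 lower in both comparisons, and 9 and 18 went opposite ways. The count filter drops loci near 0 in WT that were raised in GFP-HY5 alone, which favours shared increases.

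**Figure D4:**
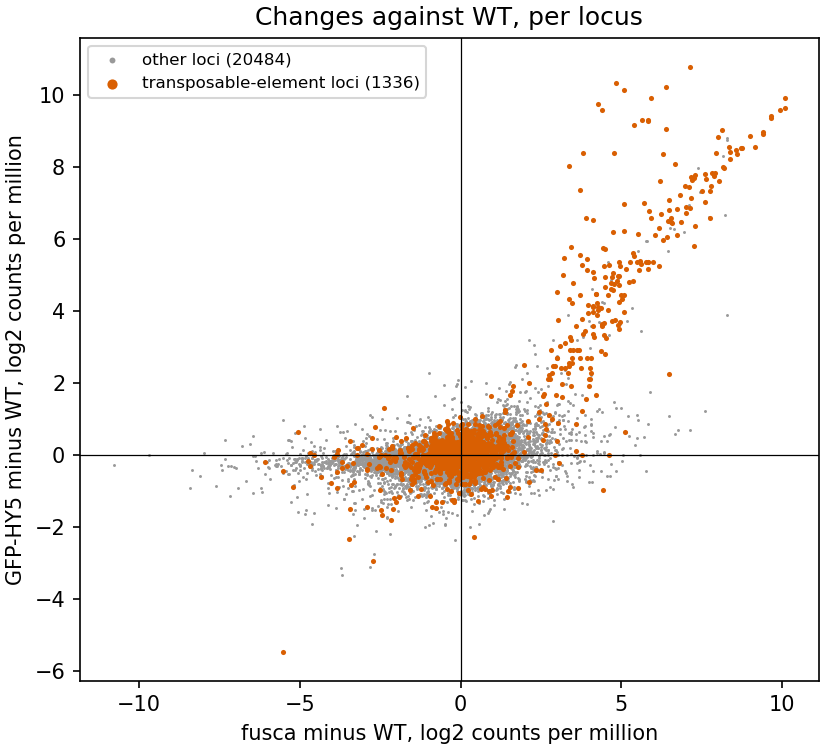
Each of the 21820 tested loci by its log2 difference from WT in fusca (horizontal axis) and in the GFP-HY5 library (vertical axis), both in log2 CPM. Orange points are the 1336 transposable-element loci, many of which lie at the upper right, and grey points the other 20484 loci.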

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

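The tests in this part were chosen after the values were seen. Reads assigned to more than one locus stay out of the comparisons. Their share of all reads was 0.748 ± 0.069% in fusca (SD, n = 3) and 0.594% in the GFP-HY5 library (Wilson 95% interval 0.591 to 0.597%), against 0.575 ± 0.004% in WT (SD, n = 3). Both lie above the WT range of 0.572% to 0.580%. The scaling by composition is a candidate explanation. Divided by the effective library size, the ambiguous reads of fusca stood at 0.952 of the WT mean and those of GFP-HY5 at 0.985, and no fusca or GFP-HY5 library exceeded the highest WT library. The factors, higher in fusca than in WT, lower every fusca count alike, so composition and a change in the expression of overlapping loci cannot be told apart by these values. A difference between the lines stays open and was not tested.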

How the results depend on the processing

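Each of the 19 values that answer a comparison and the 38 values of single loci and secondary counts was computed again under each alternative that applied to it. For the 19, 228 of the recomputed values kept their direction and side of the threshold, moved by less than the spread, or, for counts, stayed within 1.5 times. Another 16 moved, the sign included for the anthocyanin median in fusca against GFP-HY5, 7 lost their call and 3 gained one. For the 38, 556 stayed in the same sense, 24 moved, 4 lost their call, 1 gained one and 4 reversed. Where no cause is named below, the cause was not tested.

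The number of calls in fusca against WT was 7632 with RLE factors, 7304 with DESeq2, 7644 in the robust fit, 7651 in the legacy fit, 7725 with no count filter and 10219 with the 9 columns as deposited, an alternative chosen after seeing the data. The test against a log2 change of 1 called 2553, fewer by its construction. With library size only it was 12839, and 81.5% of the calls under TMM were made again. That setting gave log2 fold changes of 0.29 for HYH and 0.21 for COP1, a light signalling median of 1.28 in fusca against WT (adjusted p = 0.0723, over a range of 2.5e-04 to 0.445 for this list), and a light signalling median of -0.18 in GFP-HY5 against WT. In fusca against GFP-HY5 it gave 1.30 for HY5, 0.35 for anthocyanin, 1.24 for light signalling and 0.76 for elongation. Leaving out a composition factor shifts all fusca values alike, by 0.45 at the median. Upper-quartile factors gave 0.13 for anthocyanin in fusca against GFP-HY5.

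Without the count filter the anthocyanin list passed in fusca against WT (median -0.50, adjusted p = 0.0244, over a range of 0.0143 to 0.523), 1766 loci differed 2-fold in GFP-HY5 against WT, and the correlation of changes was 0.504. With an estimated correlation camera lost photosynthesis (median -4.86, adjusted p = 0.113), light signalling (0.85, 0.445) and elongation (0.87, 0.256), and fry gained anthocyanin (-0.48, 0.041). With separate WT libraries the correlation was 0.495 or 0.508 for WT replicate 1 or 2 set against GFP-HY5. Without transposable-element loci, chosen after seeing the data, 408 loci differed 2-fold in GFP-HY5 against WT and the correlation was 0.378.

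With each library left out in turn, calls in fusca against WT ranged from 5620 to 10712. The highest number came without fusca replicate 2, where 7601 of the 7665 loci were called again, and the lowest without WT replicate 2. The HY5 change ranged from 3.19 to 3.53. List medians in fusca against WT ranged from -0.57 to -0.28 for anthocyanin, -5.37 to -4.63 for photosynthesis, 0.64 to 1.04 for light signalling and 0.67 to 1.00 for elongation. The light signalling call was lost without fusca replicate 1 or 2, the elongation call without fusca replicate 2, and the anthocyanin list passed without WT replicate 1. In GFP-HY5 against WT the light signalling median ranged from -0.35 to -0.19. HYH ranged from -0.31 to 0.016 and DET1 from -0.023 to 0.23, each crossing 0 without fusca replicate 3.

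The replicate numbers are shared by the lines in the labels. Deviations of same-numbered WT and fusca libraries correlated at -0.05, -0.11 and -0.20, so the numbers do not pair the samples. A fit with the replicate number as a block called 6855 loci and changed no other call among the values named here.

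DESeq2, the robust, legacy and blocked fits, the test against a log2 change of 1, camera and fry were not run for the comparisons with GFP-HY5, since that arm has 1 library, and leaving out a GFP-HY5 library was not run for the same reason. With 3 libraries per group the simulated test recovered 57% of 2-fold changes. That simulation changed 200 loci, where 7665 were called in fusca against WT, so the share need not hold for the data.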

Other observations

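The tests in this part were chosen after the results were seen, with the following exceptions. The count of calls over other splits of the samples was set before the data were examined. The refits with library size only and with the 20 most abundant loci left out were planned as alternatives.

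The 6 WT and fusca libraries can be split into 3 and 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many calls; the other 9 gave 0 calls, with 100 to 607 loci at an unadjusted p under 0.05 against 9656 in the real split. The HY5 change and the medians of the photosynthesis, light signalling and elongation lists were as large in 1 of the 10 splits, and the anthocyanin median in 2 of the 10. With 10 splits the share cannot fall under 0.1, so this count alone cannot tell the real grouping from a chance one. The real split gave 7665 calls, 3.39 for HY5 and 4.86 for photosynthesis, in absolute size. The other 9 gave 0 calls, at most 1.09 and at most 1.15. Each of those 9 mixes libraries of both real groups, so a real difference widens their spread and their sizes measure no chance level. The spread within the real groups argues against chance for HY5, at 14.1 ± 2.04 CPM in WT and 149 ± 33.0 in fusca (SD, n = 3). It does so for photosynthesis, with shares of counts of 7.12 ± 0.589% and 0.289 ± 0.123% (SD, n = 3). The real groups did not overlap at 49.8% of loci, where chance gives 10%, though loci are not independent. Chance stays open for light signalling (0.85 against at most 0.76 in the mixed splits), elongation (0.87 against at most 0.56) and anthocyanin. The calls could also rest on a few abundant loci or on the scale. With the 20 most abundant loci left out 97.9% of the calls were made again, which argues against those loci as the whole source. With library size only 81.5% were made again. That setting shifts fusca values up by 0.45 at the median, so it favours higher calls by construction and cannot test them. It still gave 2598 lower calls against the shift, where TMM gave 4016. This argues against the scale as the whole source of the lower calls. The split into higher and lower follows the scale.

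The 177 transposable-element loci raised in GFP-HY5 and in fusca took up 96.4% of the gain in transposable-element counts in GFP-HY5. Of the 177, 96 carry chromosome 4 identifiers and 62 chromosome 1 identifiers (chromosome 4 holds 54.2% of the raised and 21.3% of the tested transposable-element loci). In 21 of them fusca stood at under 0.25 of the GFP-HY5 level. Genomic DNA in the libraries would raise the other transposable-element loci as well, and these stood at 1.03 times the WT mean in GFP-HY5 and at 0.947 times in fusca, against a WT range of 0.973 to 1.02. The GFP-HY5 value lies above that range by far less than the raised loci, and the fusca value below it. Reads from the opposite strand of nuclear genes raised at least 8-fold are argued against as the whole source by the gain of the 40 such genes, 1097 CPM in GFP-HY5 against 8534 for the raised loci. The gain of genes that rose by less was not summed. The spread between libraries is argued against by 0 such loci in any single WT library. Reads shared between near-identical or overlapping elements stay open: 4 of the 177 had counts nearly equal to those of another on the same chromosome. Copies on different chromosomes were not compared, and how multiply mapped reads were treated is not stated. The number of separate active elements therefore cannot be told apart from shared reads. A heritable difference between the transgenic line and WT, such as loss of silencing or a strain variant, is an open biological hypothesis and was not tested.

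WT replicate 3 held more counts than WT replicates 1 and 2 at 18 loci specific to GFP-HY5, a set defined by low counts in WT replicates 1 and 2. It had 90 counts there against 6 and 7, or 0.236% of the GFP-HY5 level against 0.014% and 0.016%, and its counts followed those of GFP-HY5 across the 18 loci (Spearman rho 0.799; loci are not independent replicates). Carry-over of GFP-HY5 reads or material into WT replicate 3 is a candidate explanation. At 6 loci specific to fusca, WT replicates 1, 2 and 3 held 10, 12 and 13 counts, too few loci to serve as a firm control, so carry-over and a true low level in that library cannot be told apart.

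Fusca replicate 2 stood apart from the other fusca libraries at 1987 loci by 2-fold, against 589 for replicate 1 and 522 for replicate 3. Its deviation fell with locus length (Spearman rho -0.443 across 20233 loci with a length), against rho of -0.215 to 0.184 in the WT libraries. The deviations of fusca replicates 1 and 3 rose with length (rho 0.244 and 0.426), and as each deviation is taken from the other fusca libraries, these are not independent of replicate 2. Locus length bias could be the source. With a smooth trend on length removed, 995 of those 20233 loci still differed 2-fold in replicate 2, down from 1481, against 398 in replicate 1 and 272 in replicate 3. Length therefore accounts for a part and is argued against as the whole. The chloroplast share was 3.70% (Wilson 95% interval 3.69 to 3.71%) in replicate 2, against 2.63% and 2.19% in replicates 1 and 3, and the mitochondrial share 0.256% (0.253 to 0.259%) against 0.124% and 0.134%. RNA quality and a batch of handling were not tested.

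The seed storage list, written before the data were examined, summed to 207 CPM in fusca replicate 2 and to 1.06 to 5.15 in every other library. Of its 11 members 10 had their highest count there. Locus length bias is argued against, since the list's deviation lay at percentile 100 among random lists matched on length and expression. Seeds or late-germinating seedlings in the replicate 2 material may be the source, but seed transcripts made by the seedlings themselves cannot be told apart from them in whole-seedling RNA. Tests set before the data were examined, of this list and of abundant loci in fusca against GFP-HY5, could not be run with 1 GFP-HY5 library and 1 locus past the count filter.

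Between 48.4% and 48.9% of the reads fell on no feature in a table of sense counts. Unstranded libraries counted by strand may be the source. The log2 changes of 32 non-coding loci nested in a coding gene correlated with those of the gene around them with r = 0.993 across loci, and their read density was 1.14 times that of the gene at the median. For 47 non-coding loci beside a gene r was 0.202 and the density ratio 0.309. Counts of antisense and nested loci, and the comparisons that use them, would then be those of the overlapping gene.

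Flavonoid loci moved apart in fusca. A division made after the values were seen put TT4, TT5, CHIL and F3H in an early set and 8 loci of later steps in a late set. TT7, not in the early set, changed by -1.48 (edgeR adjusted p = 1.9e-04). The sets leave out some of the 19 tested anthocyanin loci. The medians were 0.16 and -0.96 with TMM, and 0.60 and -0.51 with library size only, where 4 of 4 early loci passed the threshold as higher and 5 of 8 late loci as lower. In the GFP-HY5 library the medians were -1.02 and -0.45. Both sets kept their direction under the 4 scalings, the number of early loci past the threshold depended on the scale (0 with TMM, with 6 of 8 late loci lower), and no explanation was tested.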
